A study of Mus musculus with 4 samples. Its data were reported in "Industrial Trans Fatty Acids Stimulate SREBP2‐Mediated Cholesterogenesis and Promote Non‐Alcoholic Fatty Liver Disease" (2019).

How the data were processed

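Gene expression was measured in 3T3-L1 cells, a mouse fibroblast line that turns into fat cells when given an adipogenic hormone mix. The labels and the methods state that the cells were differentiated with IBMX (0.5 mM), insulin (5 µg/mL) and dexamethasone (1 µM) for 2 days and with insulin alone for 3 more days. The differentiated cells were then incubated for 24 h with 1 mM of a fatty acid complexed to albumin, or with vehicle. The source label calls the same material pre-adipocytes, so the term adipocytes used here follows the culture protocol. According to the methods, vehicle treatments held only the matching ethanol and potassium hydroxide, so albumin as well as fatty acid may separate the treated cultures from control. Whether the control medium held added albumin is not stated outright.

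RNA from 3 samples per treatment was pooled and hybridised to 1 Affymetrix Mouse Gene 2.1 ST array per treatment, which gives 4 arrays in all. The submitters' processing notes and the methods name robust multi-array average (RMA), which subtracts background, forces the probe intensities of all arrays onto 1 distribution by quantile normalization and summarises the probes of each probe set. The values deposited by the authors are on the log2 scale, as their range shows (from 1.04 to 13.4 over the 4 arrays). Package versions are not given in the sources used here. Quantile normalization gives the arrays like distributions, so a shift of most genes in 1 direction would not be seen. Summaries of weak probe sets lie close to background, where a log2 ratio understates a real difference and is noisier.

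The deposited table holds 41345 probe sets with the manufacturer's transcript cluster numbers. These are not the Entrez-based probe sets that the methods describe, so gene counts need not equal those of the study. The platform annotation gave exactly 1 gene for 23521 probe sets (22180 genes), several genes for 1814 and none for 16010. Entrez identifiers of 23328 of the 23521 were found in the RefSeq gene table, and symbols were taken as the platform annotation gave them. Probe sets with several genes or none entered no gene result. A gene with several probe sets was represented by the one with the highest mean signal. Among 367 genes with more than 1 probe set above the filter, the first and second probe sets differed by a median of 0.16 on the log2 scale in elaidate against control. Their correlation across these genes was 0.17 in elaidate against control, 0.15 in oleate against control and 0.04 in elaidate against oleate. It was 0.44 in palmitate against control, 0.37 in elaidate against palmitate and 0.41 in palmitate against oleate. No column of another series was present (0 columns).

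Following the study's methods, genes with a mean signal above 20 on the linear scale over the 4 arrays were kept (10409 genes). A gene was counted as higher or lower when its ratio between 2 arrays was at least 1.5-fold. Each treatment has 1 array, so no difference has a replicate check. No test was made and no p-value or error between cultures is given. The words higher and lower compare the 2 arrays, not the conditions in general. All 6 pairs of arrays were compared.

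In all, 30 gene lists were fixed before the data were examined, but after the study had been read, so the cholesterol list was not blind to the study's result. Listed genes without a single-gene probe set of their own were not analysed here. For each list the median log2 ratio was placed among 10000 random lists of the same size, matched on mean expression in 20 bins. The resulting percentile describes these arrays only. The number of members past 1.5-fold was set beside the number in proportion to all filtered genes. Lists with fewer than 5 measured members received no percentile. Several genes stand on more than 1 list, for example Slc7a11, Cidec and Plin2.

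Genes are named by a rule set at the same time: in each comparison the 10 highest and the 10 lowest filtered genes, leaving out predicted genes, clones, small RNA genes, large receptor families and pseudogenes; the 4 members of each list with the greatest ratio in size; and every member of the cholesterol synthesis list and of the genes the study names. The text names a selection of these in each comparison, largest for elaidate against control.

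The 3 comparisons against control share 1 control array. Chance overlap was therefore simulated 100 times with 4 unchanged arrays. Their noise was drawn, in 20 bins of signal, from the oleate and control pair, the closest pair by the standard deviation of the log2 ratio. This noise contains whatever oleate changed, which raises the simulated counts. A noisier elaidate or palmitate array would instead make them too low, and without replicates neither can be measured. Simulated overlaps with palmitate also come from shorter lists than the palmitate array gave. Ratios and filters were tested on simulated data with known fold changes for 10409 genes, modelled on elaidate against control. Of the genes made 2-fold different, 98% came out past 1.5-fold, against 46% of those made exactly 1.5-fold different. Of the genes left unchanged, 51 came out past 1.5-fold; this test gave every gene the same normally distributed noise, so the number is not an estimate for the real arrays, and the simulation of 4 unchanged arrays, with noise drawn by signal, serves for that. Of 40 unchanged lists, 2.5% fell outside the 2.5th to 97.5th percentiles. These lists were random draws of genes with independent noise, so the result does not show how often lists of genes that vary together fall outside.

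Alternatives set beforehand were no filter, a mean signal above 100, a threshold of 2-fold, cyclic loess, median centring and quantile normalization of the deposited values, the median of the other 3 arrays as reference, list means, unmatched random lists, and the cholesterol list without the genes that the study named from these arrays. Averaging all probe sets of a gene was added after the data had been seen. Cyclic loess used limma 3.58.1 in R 4.3.3; all else used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.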

Results

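The data consist of 4 arrays of differentiated 3T3-L1 adipocytes: 1 for vehicle control and 1 each for elaidate, oleate and palmitate, given at 1 mM for 24 h. Elaidate is the trans isomer of oleate, the common cis-monounsaturated fatty acid, and palmitate is a saturated fatty acid. Each array carries RNA pooled from 3 samples. The purpose of the comparisons was to find genes that respond to an industrial trans fatty acid in fat cells, with the cis and the saturated fatty acid as references. The arrays had like distributions, with median log2 values of 3.52 for control, 3.56 for oleate, 3.48 for palmitate and 3.53 for elaidate. The share of probe sets with a signal above 20 ran from 39.0% on the palmitate array to 40.4% on the oleate array. Fat cell genes had high mean signals, such as Fabp4 (4096), which binds fatty acids in adipocytes, and Lpl (3403), lipoprotein lipase. Among 4 marker lists of unrelated cell types, few members passed the filter: 5 of 18 macrophage genes, 2 of 12 endothelial genes, 1 of 12 muscle genes and 1 of 15 hepatocyte genes. Preadipocyte and fibroblast genes were well expressed, with 22 of 27 listed members above the filter and a mean signal of 4180 for Postn, a matrix protein gene picked after its value was seen, so the cultures cannot be taken as fully differentiated.

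Elaidate was compared with control to find genes affected by the trans fatty acid. Genes of cholesterol synthesis were higher as a group: all 16 measured members had a ratio above 0, 12 were at least 1.5-fold higher against 0.14 in proportion, and the list median of 0.62 on the log2 scale lay above all 10000 random lists. The highest were Tm7sf2 (0.95), a sterol reductase, Mvd (0.94), which makes isopentenyl diphosphate, Sc5d (0.87), a sterol desaturase, and Fdps (0.86), farnesyl diphosphate synthase. Dhcr7 (0.77), Cyp51 (0.71), Lss (0.70), Msmo1 (0.63), Nsdhl (0.62), Hsd17b7 (0.62), Fdft1 (0.61) and Ebp (0.60) were also past 1.5-fold. Hmgcs1 (0.56), Sqle (0.51), Pmvk (0.47) and Mvk (0.42) were not. The study itself named Mvd, Fdft1, Dhcr7 and Lss from these arrays, so the list is not independent evidence of its direction; without these 4, 8 of 12 members were past 1.5-fold with a median of 0.62. The 12 still held Pmvk, Sqle and Msmo1, which the study named for other assays. The study also counted more pathway genes from these arrays than it named as examples, so the 12 may hold others it had selected. The reduced list is therefore not independent either, here or in the comparisons below. Insig1 (0.64), which holds the sterol-sensing SREBP complex in the endoplasmic reticulum and was also named by the study, and Stard4 (0.69), a sterol carrier, were the only members of the 10 sterol uptake and sensing genes past 1.5-fold. Srebf2, which encodes SREBP2, had a log2 ratio of 0.16, and Srebf1 one of 0.17. The 7 measured LXR targets, which respond to oxidised sterols, had a median of 0.07 with only Abcg1 (0.70) past 1.5-fold, at a signal of 23.2.

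Genes of fatty acid synthesis shared this direction after elaidate, with a list median of 0.44 above all 10000 random lists, but only 3 of 15 measured members were 1.5-fold higher. Acss2, which makes acetyl-CoA from acetate, was 2.68-fold higher, and the log2 ratio was 0.72 for the elongase Elovl6 and 0.67 for the desaturase Fads2. Thrsp, a lipogenic nuclear protein, was lower at -0.62. The largest ratio of any named gene belonged to Angptl4, a secreted inhibitor of lipoprotein lipase, which was 5.26-fold higher. Also higher were Cpt1a (2.71-fold), which brings long-chain fatty acids into mitochondria, Pdk4 (1.85-fold), an inhibitor of glucose oxidation, and the lipid droplet coat gene Plin2 (log2 ratio 0.62). These were the 4 of 15 PPAR and fatty acid response genes past 1.5-fold; the list median was 0.03, at the 89.8th percentile. Klf11 (2.38-fold) and Myl6 (1.84-fold) were also among the 10 highest genes, as were Sprr1a and Fos, whose signals on the control array (8.79 and 10.4) lay near background and leave the size of their ratios uncertain.

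**Figure D1:**
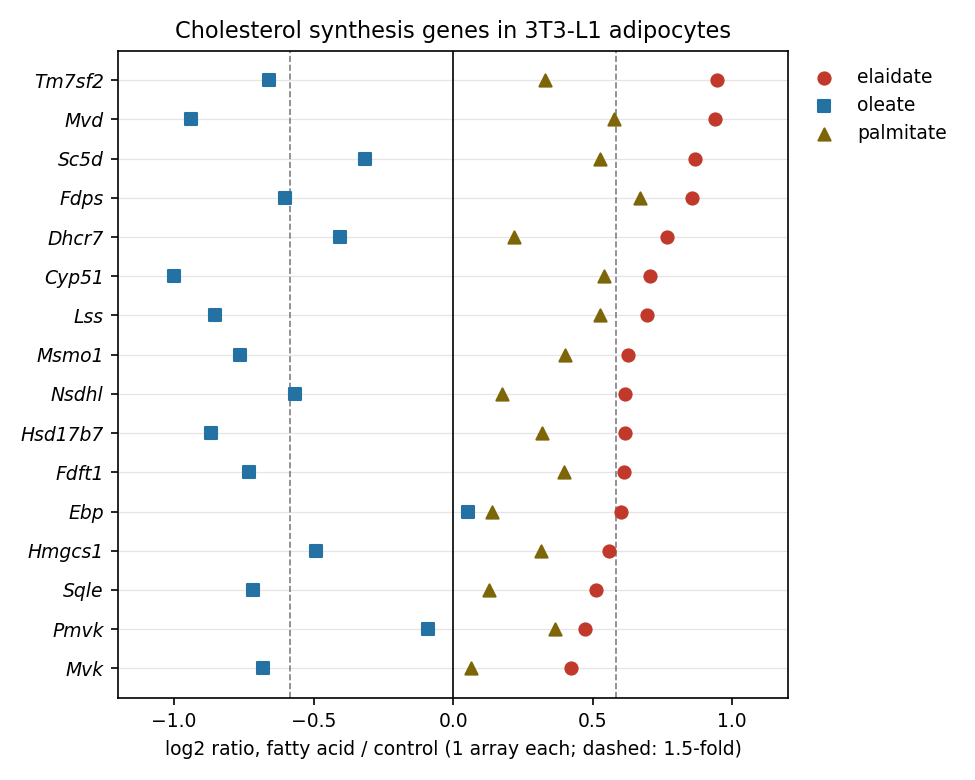
Log2 ratio to control (x axis) of the 16 measured cholesterol synthesis genes (y axis), with 1 point per gene for elaidate, oleate and palmitate and dashed lines at 1.5-fold; each point compares 2 single arrays, so there are no error bars. Every elaidate point lies above 0, 15 of the 16 oleate points lie below 0, and the palmitate points lie above 0 but left of elaidate.

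Several fat cell genes were lower after elaidate. Of 23 measured adipocyte genes, 6 were at least 1.5-fold lower against 0.38 in proportion, and the list median of -0.22 lay below all 10000 random lists. Cidec, which fuses lipid droplets, was 2.14-fold lower, and Dgat2, which completes triglyceride synthesis, had a log2 ratio of -0.99. Gpd1 (-0.99), which supplies the glycerol backbone, Car3 (-0.96), a carbonic anhydrase abundant in fat cells, and Cebpa (-0.68), a transcription factor gene of fat cell development chosen here after its value was seen, were lower as well. Gpat3 (-1.01) and G0s2 (-0.74), both on the triglyceride handling list, were lower too. The 22 preadipocyte and fibroblast genes had a median of -0.04, with 0 members past 1.5-fold. Cell cycle genes were lower: 7 of 26 members against 0.42 in proportion, with a median of -0.31 below all 10000 random lists. They included Mcm5 (-1.01), part of the replicative helicase, the transcription factor gene Foxm1 (-0.89), the cyclin gene Ccnb2 (-0.82) and the kinetochore gene Cenpf (-0.81).

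In total 89 genes were higher and 170 lower in elaidate against control, so that 34.4% of the counted genes were higher; after quantile normalization of the filtered genes the split was 116 to 123 (48.5%). With a mean signal above 100 the counts were 29 and 23. The weak genes carried most of the lower calls: 9 of the 10 lowest named genes had a signal under 50, among them Zfp97 (2.54-fold lower), Zfp455 (2.31-fold), Car2 (2.23-fold) and Klf15 (2.17-fold), and a second probe set of Gemin6, also among them, gave a log2 ratio of only -0.04.

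Oleate was compared with control as the cis reference. Cholesterol synthesis genes were lower: 10 of 16 members were at least 1.5-fold lower against 0.16 in proportion, 15 had a ratio below 0, and the median of -0.67 lay below all 10000 random lists. Cyp51, lanosterol demethylase, was 2.00-fold lower, and the log2 ratio was -0.94 for Mvd, -0.87 for Hsd17b7, -0.85 for Lss, -0.73 for Fdft1 and -0.41 for Dhcr7. Ebp (0.05) was the exception. Without the 4 members that the study named from these arrays, 7 of 12 were past 1.5-fold with a median of -0.63. Insig1 (-0.63) and Stard4 (-0.70) were lower as well, and Srebf2 had a log2 ratio of -0.35. Of 15 fatty acid synthesis genes, 3 were past 1.5-fold and lower: Thrsp (2.40-fold), Scd1 (-0.87 on the log2 scale), the desaturase that makes oleate itself, and Fads2 (-0.76). The median of that list, -0.31, lay below all 10000 random lists.

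Angptl4 (4.26-fold) and Cpt1a (2.24-fold) were the 2 highest named genes after oleate, and Plin2 had a log2 ratio of 0.70. Fgf23 (2.13-fold), a phosphate-regulating hormone with a signal of only 29.4, and Prg4 (2.11-fold), which encodes the lubricating protein lubricin, followed. The lowest was Ass1, an enzyme of arginine synthesis, at 3.39-fold lower and a signal of 34.3. Among the PERK and ATF4 genes, which respond to stress of the endoplasmic reticulum and to amino acid shortage, 2 of 27 were lower, namely Slc7a11 (-0.88), the cystine transporter, and Ddit4 (-0.60), and the median was -0.17, below all 10000 random lists. The adipocyte list had a median of -0.14, at percentile 0.06, with 20 of 23 members below 0 and 1 past 1.5-fold, G0s2 (-0.63), and the cell cycle list a median of -0.03 with 0 members. In total 77 genes were higher and 106 lower (42.1% higher), a split that became 107 to 98 (52.2%) after quantile normalization. With a mean signal above 100 the counts were 16 and 21.

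Elaidate and oleate differ only in the geometry of the double bond and were given at the same dose for the same time, so their arrays were compared directly; this comparison does not use the control array. Cholesterol genes were higher after elaidate than after oleate: 14 of 16 were at least 1.5-fold higher against 0.15 in proportion, all 16 had a ratio above 0, and the median was 1.29, above all 10000 random lists. The bootstrap interval of that median over members ran from 1.17 to 1.48 and covers the spread between genes, not between cultures. Mvd was 3.68-fold higher, Cyp51 3.27-fold, Tm7sf2 3.04-fold, Lss 2.93-fold, Hsd17b7 2.80-fold and Fdps 2.75-fold. Without the 4 members named from these arrays, 10 of 12 were past 1.5-fold with a median of 1.21. Stard4 was 2.63-fold higher, Insig1 had a log2 ratio of 1.27 and Srebf2 one of 0.51. Fatty acid synthesis genes went the same way, with 10 of 15 members past 1.5-fold and a median of 0.71 above all 10000 random lists, led by Fads2 (2.68-fold), Acss2 (2.67-fold), Elovl6 (1.13 on the log2 scale) and Acly (0.93), which makes cytosolic acetyl-CoA. Ass1 was 3.18-fold higher after elaidate.

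Zfp97, a zinc finger gene with a signal of 23.5, was the lowest named gene, 3.33-fold lower after elaidate than after oleate. Angptl4 and Cpt1a, high on both arrays, differed by 0.31 and 0.28 on the log2 scale, and with single arrays no interval can be put on either difference. The PERK and ATF4 list had a median of 0.09 with 1 member past 1.5-fold, Slc7a11 (0.95), and the ATF6 and XBP1 list of chaperone genes a median of -0.07 with 0 members past 1.5-fold. Cell cycle genes were lower after elaidate than after oleate, with 6 of 26 past 1.5-fold and a median of -0.45 below all 10000 random lists; Foxm1 (-0.85), Mcm5 (-0.81), Bub1b (-0.66) and Cenpf (-0.63) were the furthest, all with signals below 70, and members above a signal of 100 had a median of -0.26. Car3 was 2.17-fold lower, Cidec had a ratio of -0.66 and Dgat2 one of -0.57, while the adipocyte list as a whole had a median of -0.04 at the 18.4th percentile. Agpat2 (0.65), an enzyme of phosphatidic acid synthesis, went the other way. In total 100 genes were higher and 144 lower after elaidate than after oleate (41.0% higher), against 115 and 115 (50%) after quantile normalization. With a mean signal above 100 there were 35 and 11.

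Palmitate was compared with control as the saturated reference. It was associated with the broadest difference, 382 genes higher and 320 lower, led by genes of stress and inflammation. Of 27 PERK and ATF4 genes, 17 were at least 1.5-fold higher against 0.99 in proportion, and the median of 0.72 lay above all 10000 random lists. Slc7a11 was 9.59-fold higher, the stress transcription factor gene Atf3 8.87-fold, and the log2 ratio was 2.23 for Chac1, which degrades glutathione, and 2.18 for Ppp1r15a, which restores translation after stress. Of 26 ATF6 and XBP1 genes, 9 were higher, with a median of 0.49 above all 10000 random lists; Hspa5, the main chaperone of the endoplasmic reticulum, was 2.31-fold higher, and the log2 ratio of Hyou1 was 0.98 and that of Creld2 0.87. The NRF2 list, which answers oxidative stress, had 7 of 17 members higher and a median of 0.44 above all 10000 random lists, among them Hmox1 (1.29), heme oxygenase, Gclc (1.23), an enzyme of glutathione synthesis, and Srxn1 (1.13), sulfiredoxin; Slc7a11 stands on this list too. Heat shock genes had 3 of 10 members higher, Hsph1 (1.02), Hspa1b (0.91) and Dnajb1 (0.61), and a median of 0.29 at the 99.9th percentile.

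**Figure D2:**
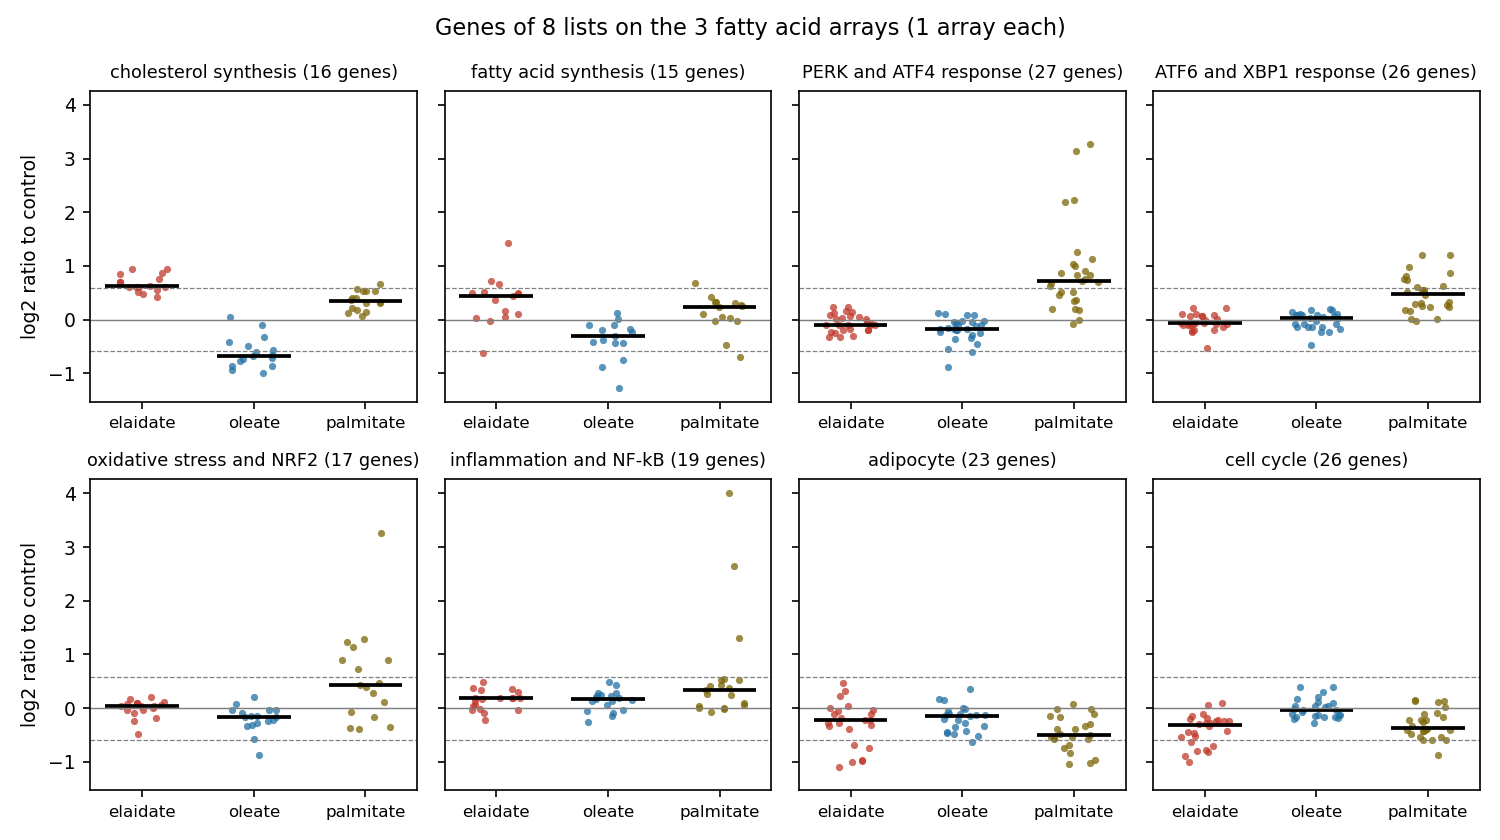
Log2 ratio to control (y axis) of every measured gene of 8 gene lists on the elaidate, oleate and palmitate arrays (x axis); points are genes, black bars list medians, dashed lines 1.5-fold. Cholesterol synthesis genes have medians of 0.62, -0.67 and 0.35 on the 3 arrays, while the PERK and ATF4 genes have medians of -0.09, -0.17 and 0.72.

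Ptgs2, the inducible cyclooxygenase, was the highest named gene after palmitate at 16-fold. After Slc7a11 and Atf3 followed Ereg (6.47-fold), a ligand of the epidermal growth factor receptor, and the cytokine gene Il6 (6.29-fold). Next came Sprr1a (6.14-fold), the collagenase gene Mmp13 (5.50-fold), Il12b (5.26-fold) and Plaur (4.72-fold), the urokinase receptor. Il6, Sprr1a and Il12b had mean signals under 50, which leaves the size and rank of their ratios uncertain. Of 19 inflammation genes only 3 were past 1.5-fold, Ptgs2, Il6 and Cxcl10 (1.32 on the log2 scale), and the list median was 0.33. Of 19 interferon genes, Rsad2 (1.22), Mx2 (0.69) and Mx1 (0.65) were past 1.5-fold, with a median of 0.35. Both medians lay above all 10000 random lists. Glucose use genes had 3 of 15 members higher, with Slc2a1 (1.09), the basal glucose transporter, and Hk2 (0.69), hexokinase, at the top. Angptl4 (2.08), Plin2 (1.28) and Cpt1a (1.04) were higher as after the other fatty acids, and so was Acot2 (0.75), a mitochondrial thioesterase.

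Cholesterol synthesis genes were modestly higher after palmitate, with all 16 ratios above 0 and a median of 0.35 above all 10000 random lists, but only 1 member, Fdps (0.67), past 1.5-fold against 0.59 in proportion. Mvd (0.58), Cyp51 (0.54) and Sc5d (0.53) were below the threshold; Npc1 (0.69), which exports cholesterol from lysosomes, and Stard4 (0.62) were above it. Fat cell genes were lower, with 6 of 23 members past 1.5-fold and a median of -0.49 below all 10000 random lists; they included Car3 (-1.03), Gpd1 (-1.03), Dgat2 (-0.96) and Cidec (-0.83). The preadipocyte and fibroblast list had a median of -0.12 at percentile 1.72, with Ccn1 (1.56) and Timp1 (0.80) higher and Gata2 (-0.60) lower. Cell cycle genes had a median of -0.36 below all 10000 random lists and 3 of 26 members past 1.5-fold, Rrm2 (-0.86), Ccnb2 (-0.60) and Mcm5 (-0.59). Clca3a2 (4.29-fold lower), the alcohol dehydrogenase gene Adh1 (3.78-fold) and Car2 (3.34-fold) were the lowest named genes. With a mean signal above 100 the counts were 213 higher and 97 lower.

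Set directly against palmitate, elaidate gave 258 higher and 477 lower genes. Among the lower genes were many of those higher after palmitate than in control: 18 of 27 PERK and ATF4 genes and 12 of 26 ATF6 and XBP1 genes were past 1.5-fold, with Ptgs2 12.6-fold, Slc7a11 9.12-fold, Atf3 7.94-fold, Ereg 6.01-fold and Chac1 4.61-fold lower after elaidate. Cholesterol genes were higher after elaidate in all 16 cases, with a median of 0.32 above all 10000 random lists, but only Tm7sf2 (0.62) passed 1.5-fold. Acss2 (0.75) was higher and Npc1 (-0.83) lower. Itgbl1 (2.61-fold), Clca3a2 (2.34-fold) and Adh1 (2.31-fold) were among the highest. A second probe set of Timm10b, also among the highest, gave a log2 ratio of only 0.13. Palmitate against oleate gave 465 higher and 304 lower genes, headed by Slc7a11 (17.6-fold), Ptgs2 (11.9-fold) and Atf3 (8.30-fold), and all 16 cholesterol genes were higher after palmitate, 14 of them past 1.5-fold, with a median of 0.92. With a mean signal above 100 the counts were 91 and 238 for elaidate against palmitate and 269 and 90 for palmitate against oleate.

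The 3 fatty acid arrays were then examined for shared genes. At 1.5-fold, 19 genes were higher and 17 lower on all 3 arrays. The higher ones included Angptl4, Cpt1a, Plin2, Klf11, Prg4 and Sprr1a, and the lower ones Klf15, Thrsp and Rgr. Because the comparisons share 1 control array, unchanged arrays were simulated to give about 12.2 and 17.5 such genes. Elaidate and oleate shared 28 higher and 27 lower genes, against 0.66 and 1.73 for independent lists and 20.8 and 25.9 in the simulation, and 12 genes were past 1.5-fold in opposite directions, against 2.16 and 0.53. Elaidate and palmitate shared 31 higher and 68 lower genes, against 3.27 and 5.23 for independent lists and 21.1 and 27.0 in the simulation. Oleate and palmitate shared 30 and 31, against 2.83 and 3.26 and against 21.3 and 26.5. Opposite calls numbered 6 for elaidate and palmitate, against 8.97 for independent lists and 0.53 in the simulation, and 8 for oleate and palmitate, against 6.26 and 0.59. With 1 control array the controls could not be split, so part of any excess may come from that array. By the methods the vehicle held ethanol and potassium hydroxide alone, so an effect of the albumin carrier on Angptl4, Cpt1a or Plin2 cannot be separated from that of the fatty acids.

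Across the 10409 genes, which are not independent replicates, the ratios to control correlated with r = 0.493 (rho 0.489) for elaidate and oleate, 0.345 (rho 0.303) for elaidate and palmitate and 0.26 (rho 0.25) for oleate and palmitate, against 0.499 for simulated unchanged arrays. The covariances were 0.0231, 0.0255 and 0.0184, against 0.0223 in the simulation. Pairs of ratios with no array in common correlated with r = 0.098, 0.032 and 0.068. The standard deviation of the log2 ratio over genes was 0.212 for oleate, 0.221 for elaidate and 0.334 for palmitate against control, and 0.218 for elaidate against oleate. Unchanged arrays were simulated to give 89.7 higher and 91.9 lower genes, near the 89 higher genes for elaidate and near both counts for oleate, whose pair with control gave the noise. The 170 lower genes for elaidate exceeded the simulated number, and 107 of them had a signal of 20 to 50. Housekeeping genes had medians of -0.03, 0.02 and 0.00 and ribosomal protein genes medians of -0.04, 0.04 and 0.05 for elaidate, oleate and palmitate, but single members differed more, such as Rpl30 (0.96 after oleate and 0.99 after palmitate), Rpl6 (-0.79 after elaidate) and Pgk1 (0.58 after palmitate).

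**Figure D3:**
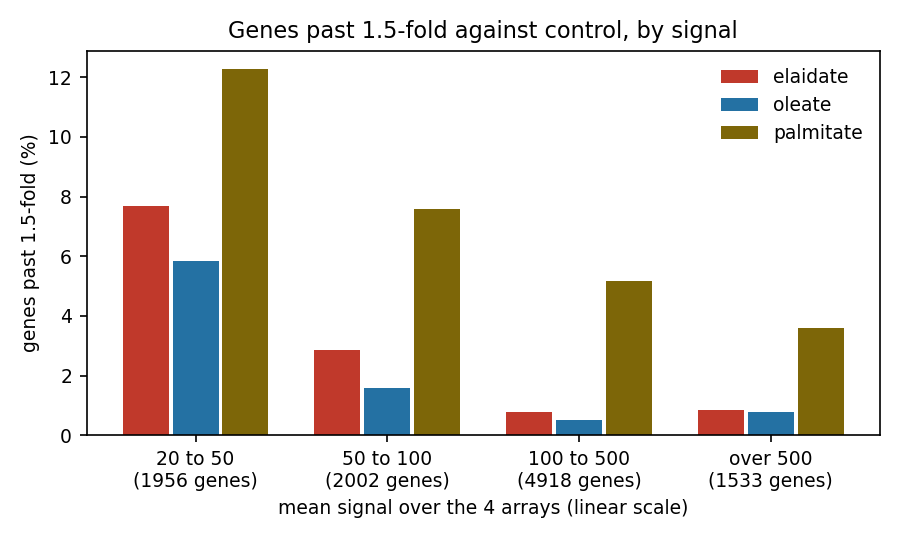
Percent of genes at least 1.5-fold different from control (y axis) by mean signal over the 4 arrays (x axis, linear signal), with 1 bar per fatty acid array. For elaidate the share is 7.67% of the 1956 genes with a signal of 20 to 50 and 0.85% of the 1533 genes above 500; for palmitate it is 12.3% and 3.59%.

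The share of genes past 1.5-fold was greatest among weak signals. In elaidate against control, 43 of the genes with a signal of 20 to 50 were higher and 107 lower, whereas above 500 there were 11 higher and 2 lower. In oleate against control the strong genes gave 5 higher and 7 lower, and in palmitate against control 41 higher and 14 lower.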

Values the study reported

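The study started from 24 973 probe sets and kept 11 504 genes with a mean signal above 20 in the 3T3-L1 cells. With a fold change above 1.5 it found 31 genes induced by elaidate in both Hepa1-6 cells and 3T3-L1 adipocytes, of which 11 belonged to the mevalonate and cholesterol synthesis pathway. By quantitative PCR the study also reported that elaidate induced cholesterol synthesis genes in 3T3-L1 adipocytes, and in undifferentiated and differentiating 3T3-L1 cells. Neither those PCR data nor the Hepa1-6 data were analysed here.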

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

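All of the results in this part were chosen after the data had been seen, and they concern probe sets that name no single gene and so entered no comparison above. Among 2242 such probe sets with a mean signal above 100, 14 were at least 2-fold higher and 19 at least 2-fold lower in elaidate against control. In oleate against control, 10 were higher and 10 lower. In palmitate against control, 23 were higher and 17 lower. Probe set 17400862 was the highest both after elaidate (5.14-fold) and after oleate (4.51-fold), and probe set 17356427 was the highest after palmitate (8.12-fold). The furthest decreases were those of probe set 17359950 after elaidate (5.46-fold), 17300929 after oleate (3.31-fold) and 17538782 after palmitate (3.05-fold). The higher probe sets drew attention because their signal exceeds that of the control array in data that no comparison used. Each value rests on 1 array per treatment.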

How the results depend on the processing

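Averaging all probe sets of a gene was chosen after the data had been seen; the other settings were planned. No paired analysis was possible because each group holds 1 array, and for the same reason leaving out an array of a group was not possible.

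Without a filter the counts of higher and lower genes were 560 and 516 (elaidate against control), 481 and 443 (oleate against control), 841 and 691 (palmitate against control), 514 and 511 (elaidate against oleate), 675 and 877 (elaidate against palmitate) and 913 and 724 (palmitate against oleate); more genes entered. With a mean signal above 100, in the same order, they were 29 and 23, 16 and 21, 213 and 97, 35 and 11, 91 and 238, and 269 and 90. At 2-fold they were 9 and 21, 17 and 12, 100 and 50, 24 and 11, 31 and 108, and 123 and 41. Against the median of the other 3 arrays, elaidate gave 55 and 101 and oleate 67 lower genes. Cyclic loess, median centring, quantile normalization and averaged probe sets kept every count within 1.5 times.

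Shared genes at 2-fold were 4 higher, 2 lower and 0 opposite for elaidate and oleate, 5, 5 and 0 for elaidate and palmitate, 2, 3 and 1 for oleate and palmitate, and 2 higher and 1 lower for all 3. Without a filter they were 114 higher and 131 lower, 118 and 196, 103 and 140 with 16 opposite, and 46 and 77. The oleate and palmitate correlation was then 0.375.

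The cholesterol list kept its direction in all 6 comparisons under every alternative tried. Its median ranged from 0.62 to 0.68 in elaidate against control and from 1.21 to 1.30 in elaidate against oleate, and from -0.92 to -0.60 in oleate against control. The lowest value, -0.916, came with the median of the other 3 arrays as reference, which includes elaidate and palmitate. Its percentiles, and those of both endoplasmic reticulum lists after palmitate, did not leave 99.98 to 100 or 0. The PERK and ATF4 mean after palmitate was 0.921. Cell cycle genes above a signal of 100 had a median of -0.223 in elaidate against control and -0.261 in elaidate against oleate, smaller in size than over all members.

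Reversals were few. The LXR list after palmitate was -0.286 above a signal of 100 (median 0.24 in the main analysis), and the preadipocyte mean in elaidate against palmitate was -0.032 (median 0.09); the cause was not tested. Against the median of the other 3 arrays, list medians reversed for PPAR genes (-0.014 from 0.13) after palmitate, for inflammation (-0.022 from 0.17), adipocyte (0.046 from -0.14) and lipid droplet genes (0.079 from -0.13) after oleate, and for macrophage (-0.180 from 0.29) and glycolysis genes (-0.018 from 0.07) after elaidate. Single genes reversed there too: Angptl4 (-0.014), Cpt1a (-0.120), Gemin6 (0.140) and Rgr (0.389) for palmitate, Klf11 (-0.424), Klf15 (0.395), Sprr1a (-1.344) and Zfp455 (0.125) for oleate, and Plin2 (-0.079), Prg4 (-0.041) and Thrsp (0.073) for elaidate. By construction that reference holds the other fatty acid arrays, so genes that all 3 share come out near 0 or turn. Of the other values, 5481 single-gene and 848 list values moved little, and 262 and 65 moved more without being counted as reversals. Lists inside those percentiles could change sign uncounted. An example is the PPAR list in palmitate against oleate, with a median of -0.04 and a mean of 0.04.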

Other observations

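The tests on tRNA synthetases were written before their results were seen; all other tests in this part were chosen afterwards, and the lists of immediate early genes, receptor ligands and matrix metalloproteinases were drawn up after some of their members had been seen. Palmitate was accompanied by more than the lists above describe. Cytosolic aminoacyl-tRNA synthetases outside the PERK and ATF4 list, which load amino acids onto tRNAs, had a median log2 ratio of 0.34 in palmitate against control over 14 genes, at the 99.99th percentile of matched random lists, with Vars (0.70) and Cars (0.63) past 1.5-fold. The 16 mitochondrial synthetases had a median of 0.08, at the 90.6th percentile, with 0 members past 1.5-fold. Immediate early genes, which answer stimuli within minutes to hours, were higher after palmitate in 17 of 22 cases, with a median of 0.99 above all random lists (percentile 100); examples are Ier2 (1.81), Dusp1 (1.60), Myc (1.54) and Egr1 (1.22). After elaidate the same list had a median of -0.04, at the 46.7th percentile, although Fos, Ier2 and Klf10 were at least 1.5-fold higher and Nr4a1 lower. Single arrays cannot separate a lasting effect of palmitate from stress at harvest of that culture. Of 3 measured receptor ligands, Ereg (2.70) and Hbegf (1.58) were higher after palmitate and Nrg1 (0.09) was not; of 8 matrix metalloproteinase genes, Mmp13 (2.46) and Mmp3 (1.26) were higher while the list median was -0.12.

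Zinc finger genes appeared among the lowest genes after elaidate. Of 278 filtered genes with a Zfp symbol, however, 6 were higher and 6 lower, against 2.38 and 4.54 in proportion. Their median was -0.04, at the 50.4th percentile. In elaidate against control TGF-beta genes had a median of -0.15 at percentile 0.53 and respiratory chain genes one of -0.11 at percentile 0.39, both with 0 members past 1.5-fold. In palmitate against control the p53 list had 3 members higher, Plk2 (1.26), Btg2 (1.16) and Casp4 (0.72), and 2 lower with a median of 0.10, and fatty acid uptake genes had a median of 0.02 with Acsl4 (0.96) past 1.5-fold. Inflammation genes had medians of 0.18 after elaidate and 0.17 after oleate, each above all random lists with 0 members past 1.5-fold, but the direct comparison of these 2 arrays gave 0.02.

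The cholesterol genes were higher after elaidate and lower after oleate. The median was 1.30 after cyclic loess, but that step was run on values already quantile normalized, so it cannot test the authors' normalization. Noise of weak signals is argued against by a median of 1.18 over members with a signal above 500. Uneven wells within a pool stay open, because there is only 1 array per treatment. An unusual control array stays open for the directions against control, because there is 1 control array. The direct comparison of the isomers, with a median of 1.29, does not use that array but shows nothing about where the control lies between them. Unequal effects of the trans and cis isomers on sterol-regulated genes therefore remain 1 of several possibilities.

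The palmitate array differed from control in many more genes than the other arrays. A merely noisier array would scatter them over all lists, but PERK and ATF4 genes were past 1.5-fold upward 17.2 times as often as in proportion. After cyclic loess of the deposited values the number of genes past 1.5-fold was still 2.95 times that for elaidate. The authors' normalization had already been applied to those values, so it is not tested by this number. Fewer fat cells in the palmitate cultures stay open, because adipocyte genes were lower (median -0.49, percentile 0). A smaller share of fat cells would raise the preadipocyte and fibroblast list. That list instead lay at percentile 1.72, with 15 of 22 members below 0. Its members past 1.5-fold went both ways, such as Ccn1 (1.56) and Gata2 (-0.60). A stress response of the cells to palmitate may account for part of the pattern, and uneven wells remain possible here too.

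Cell cycle genes were lower after elaidate and palmitate, and lower after elaidate than after oleate. A list of 8 replication histone genes, chosen after seeing the data, had a median of 0.23 in elaidate against control (percentile 99.5, 7 above 0). Its median was 0.13 in palmitate against control (percentile 93.1, 5 above 0) and 0.04 in elaidate against oleate (percentile 75.8, 5 above 0). In palmitate against oleate, however, the histone median was -0.28 (percentile 3.94, 5 below 0), beside -0.31 for the cell cycle list (percentile 0). An unusual oleate array may be set aside for the elaidate part, since elaidate against control, which leaves that array out, had its median at percentile 0. After cyclic loess the median in elaidate against oleate stayed at percentile 0, but loess of values already normalized cannot test the authors' normalization. A lower share of undifferentiated cells in the elaidate cultures stays open: in elaidate against oleate the preadipocyte and fibroblast list was lower too (median -0.07, percentile 1.90, 16 of 22 members below 0), although by 0.38 less on the log2 scale than the cell cycle list. Loss or arrest of a small cycling subset and uneven wells stay open as well, and so does a part played by weak signals, since members above a signal of 100 had a median of only -0.261 in elaidate against oleate.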
